# Insertion of short L1 sequences generates inter-strain histone acetylation differences in the mouse

**DOI:** 10.1186/s13100-024-00321-0

**Published:** 2024-05-10

**Authors:** Beverly Ann G. Boyboy, Kenji Ichiyanagi

**Keywords:** LINE-1, Histone acetylation, Gene expression, KRAB-zinc finger proteins, Evolution

## Abstract

**Background:**

Gene expression divergence between populations and between individuals can emerge from genetic variations within the genes and/or in the *cis* regulatory elements. Since epigenetic modifications regulate gene expression, it is conceivable that epigenetic variations in *cis* regulatory elements can also be a source of gene expression divergence.

**Results:**

In this study, we compared histone acetylation (namely, H3K9ac) profiles in two mouse strains of different subspecies origin, C57BL/6 J (B6) and MSM/Ms (MSM), as well as their F1 hybrids. This identified 319 regions of strain-specific acetylation, about half of which were observed between the alleles of F1 hybrids. While the allele-specific presence of the interferon regulatory factor 3 (IRF3) binding sequence was associated with allele-specific histone acetylation, we also revealed that B6-specific insertions of a short 3′ fragment of LINE-1 (L1) retrotransposon occur within or proximal to MSM-specific acetylated regions. Furthermore, even in hyperacetylated domains, flanking regions of non-polymorphic 3′ L1 fragments were hypoacetylated, suggesting a general activity of the 3′ L1 fragment to induce hypoacetylation. Indeed, we confirmed the binding of the 3′ region of L1 by three Krüppel-associated box domain-containing zinc finger proteins (KZFPs), which interact with histone deacetylases. These results suggest that even a short insertion of L1 would be excluded from gene- and acetylation-rich regions by natural selection. Finally, mRNA-seq analysis for F1 hybrids was carried out, which disclosed a link between allele-specific promoter/enhancer acetylation and gene expression.

**Conclusions:**

This study disclosed a number of genetic changes that have changed the histone acetylation levels during the evolution of mouse subspecies, a part of which is associated with gene expression changes. Insertions of even a very short L1 fragment can decrease the acetylation level in their neighboring regions and thereby have been counter-selected in gene-rich regions, which may explain a long-standing mystery of discrete genomic distribution of LINEs and SINEs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13100-024-00321-0.

## Introduction

Phenotypic variations between and within species can be introduced during evolution by gene expression changes. Such expression differences are due both to *cis* and *trans* effects. While *trans* effects involve the difference in expression level or function of proteins that regulate the expression of the gene of interest transcriptionally or post-transcriptionally, *cis* effects involve DNA sequence changes in linked regions involved in transcriptional or post-transcriptional regulation of gene expression. Epigenetics is a mechanism to regulate the transcriptional status of genes [1]. Epigenetic regulation includes chemical modification of chromatin components, such as methylation of DNA and acetylation and methylation of histones in promoter and enhancer regions. In general, promoter DNA methylation represses genes, and di- and tri-methylation of histone H3 at lysine-9 (H3K9me2 and H3K9me3) as well as H3K27me3 also represses genes. On the other hand, acetylation of various lysine residues of various histones, K9 and K27 of H3 (H3K9ac and H3K27ac) for example, enhances gene expression. These modifications alter the gene expression status of a given cell without a mutation in the underlying DNA sequence. Thus, it is likely that variations in the epigenetic states cause phenotypic variations. Of note is that, when comparing different species, species-specific epigenetic states are often associated with inter-specific differences in the genomic sequences, especially within transcription-factor binding sites [2–4].

During mouse evolution, various genetic changes have occurred and have been inherited in different mouse strains. The Mouse Genomes Project (MGP), which sequenced more than 50 closely related inbred mouse strains, has shown that there are strain-specific variations for disease genotypes and phenotypes such as immune response, diabetes, and cancer development [5, 6]. The changes in gene expression patterns can lead to phenotypic variation and be attributed to single nucleotide polymorphisms (SNPs), insertions-deletions (indels), and structural variations (SV) present in protein-coding regions, intergenic regions, and 5′ and 3′ untranslated regions (UTRs), which modify the landscape of *cis* regulatory elements (e.g., promoters, enhancers, silencers). A substantial amount of gene expression divergence has been identified between two mouse strains, C57BL/6 J and CAST/EiJ derived from mouse subspecies *Mus musculus domesticus* and *Mus musculus castaneus*, respectively [7, 8]. These differentially expressed genes were involved in circadian rhythm, glucose and fat nutritional state, infection/injury, chemical stimuli, and external stimuli. On the other hand, MSM/Ms (MSM) is derived from *Mus musculus molossinus*, which arose from the hybridization of *Mus musculus castaneus* and *Mus musculus musculus* in East Asia [9]. The divergence of *Mus musculus domesticus* and *Mus musculus molossinus* is estimated about 1 million years ago [9], and they show differences in various traits that are due to genetic differences with *cis* and *trans* effects [10–13]. There are ~ 15 million SNPs between B6 and MSM (a SNP density of one per ~ 160 bp, or ~ 6 SNPs in 1 kb) [14].

In addition to base substitutions, retrotransposition of long interspersed elements (LINEs), short interspersed elements (SINEs), and long-terminal-repeat elements (LTRs), are also important events that generate genetic and phenotypic variations in the mouse [15, 16]. Their retrotransposition not only disrupts genes [17], but also affects the expression of neighboring genes since transcription-factor binding sites are often carried, or have emerged, in their sequences [18–20]. In addition, these elements can affect epigenetic regulation. For example, polymorphic retrotransposon insertions are a source of epigenetic variation in primates [2, 3, 21]. In the mouse, B2 SINE copies inserted in B6 but not MSM have been shown to create a boundary of epigenetic modifications and generate gene expression differences between the strains [22]. Moreover, some resident retrotransposon copies (not insertional polymorphic) are variably DNA-methylated between individuals, generating metastable epialleles in a genetically identical population [23, 24]. Regarding global regulation of the epigenome, it has been proposed that the genomic distribution of retrotransposons partly dictates the higher order chromatin organization in the nucleus [25–27].

Among retrotransposons, L1 is the most abundantly populated in the mouse genome [5]. Full-length mouse L1, which is typically ~ 6 kb long, consists of two non-overlapping open reading frames (ORF1 and ORF2), a 5′ UTR that harbors an internal promoter, and a 3′ UTR with a poly A tail. Evolutionally young L1 copies are grouped into L1Md_A, L1Md_Tf, L1Md_Gf, L1Md_F, and L1Md_V, with L1Md_A and L1Md_Tf being youngest and retrotranspositionally most active currently. L1 copies are enriched in repressive B compartments and lamina-associated domains (LAD) in the nucleus [25, 28], and are depleted in gene promoter regions [29]. However, it was recently reported that polymorphic insertions of full-length L1Md_Tf copies help open chromatin formation in their neighboring regions in mouse embryonic stem cells, likely due to some transcription-factor binding sites present in the 5′ region [15].

In this study, the genetic mechanisms underlying histone acetylation differences between B6 and MSM were investigated. Firstly, published ChIP-Seq data of H3K9ac for the pure strains and their reciprocal F1 hybrids were analyzed for the presence of strain-specific and allele-specific H3K9ac regions, respectively. Secondly, mRNA-seq analysis of the F1 hybrids was carried out, which revealed a link between allele-specific histone acetylation and gene expression. Genetic mutations (SNPs) bearing or disrupting binding sites of the IRF3 transcription factor were associated with the histone acetylation difference. We also revealed that polymorphic insertions of even very short L1 copies were associated with the downregulation of acetylation. These results suggest an evolutional selection where L1 insertions in gene-rich regions are disfavored.

## Results

### Strain-specific histone H3 acetylation peaks were identified in the B6 and MSM strains

Since H3 acetylation is deposited in regulatory regions to activate gene expression, the H3K9ac ChIP-Seq data of two inbred mouse strains, B6 and MSM, were obtained in our previous study [22]. To compare them, we investigated the data by mapping the ChIP-seq reads onto the B6 reference genome with all SNP positions being masked as N [14] using Hisat2 followed by identifying peaks using MACS2. This yielded a total of 16,353 peaks (identified in both or either strain). Then, to remove any mapping bias, we counted the numbers of input and ChIP reads mapped in each peak and calculated the fold enrichment of ChIP reads over the input. Whereas most of the peaks showed high degrees of ChIP enrichment in both strains, 93 (0.6%) and 226 (1.4%) peaks were specific to B6 and MSM, respectively (ChIP fold enrichments were > 2.5 in one strain and < 1.5 in the other strain) (Fig. 1A, supplementary table S1, Supplementary Material online). Most of the H3K9ac peaks resided in the candidate regulatory elements (CREs) [30], suggesting their involvement in gene regulation. A significant number – 14,331 (89%) of the 16,034 conserved peaks, contained annotated CREs (*p* < 0.001 by random permutation test) such as distal enhancers, proximal enhancers, and promoters (Fig. 1B). About two-thirds of B6- and MSM-specific peaks also contained annotated CREs (*p* < 0.001 by random permutation test; Fig. 1C and D). For these strain-specific peaks, distal enhancers (dELS) were more enriched (56 and 65%) in comparison to the conserved peaks (37%) (*p* < 10^−20^ by χ^2^ tests), suggesting a flexible activity of distal enhancers during evolution.

**Fig. 1:**
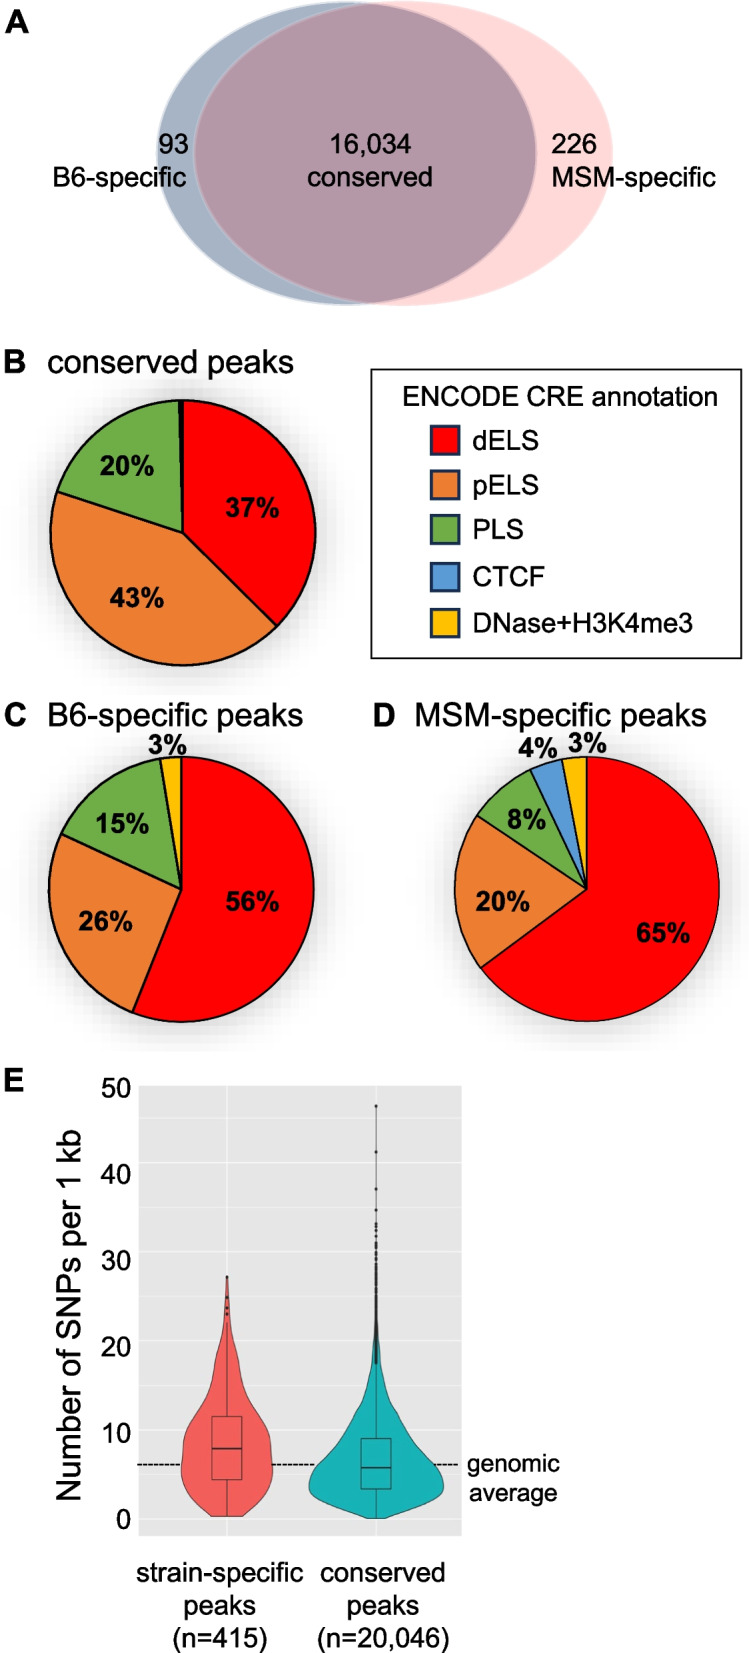
Identification and characterization of strain-specific H3K9ac peaks. **A** Venn diagram for shared, B6-specific, and MSM-specific peaks identified in this study. **B-D** Fraction of annotated *cis* regulatory elements (CREs) within conserved (B), B6-specific (C), or MSM-specific (D) peaks. dELS, distal enhancer-like sequence; pELS, proximal enhancer-like sequence; PLS, promoter-like sequence; DNase+H3K4me3, DNase hypersensitivity plus H3K4me3; CTCF, CTCF binding sites. **E** Statistics of SNP density in strain-specific and non-strain-specific peaks. The genome-averaged SNP density is shown as a dashed line. Details are available in supplementary table S1

It is possible that the difference in the H3K9ac level resulted from sequence differences in these regions as well as differences in the expression and/or function of *trans*-acting factor(s) between the strains. Therefore, we compared the densities of SNPs in conserved and strain-specific peaks (Fig. 1E), revealing that SNP density was slightly higher in the strain-specific peaks, but it was not statistically significant (medians were 5.8 and 7.9 for conserved and strain-specific peaks, respectively, and the genomic average was 6.3). This implies that these differentially acetylated regions (DARs) were not evolutionally accelerated regions (showing higher local mutation rates). These results hint us that most of the acetylation differences are due to trans-acting factor(s) or that only a minor proportion of SNPs have a significant impact on H3K9ac in the liver.

### Allele-specific H3K9 acetylation peaks were detected in F1 hybrids between B6 and MSM

To study whether the DARs are made by *cis* or *trans* effects, we analyzed the H3K9ac ChIP-Seq data for F1 hybrids of B6 and MSM that were reciprocally crossed (B6/MSM and MSM/B6 of mother/father pair). For this analysis, we again used the SNP-masked reference genome for read mapping, and the allelic origin of the reads was identified based on the SNP data. Because at least one SNP must exist in a peak to discriminate the alleles, 18 B6-specific and 14 MSM-specific peaks were excluded from analysis due to the absence of a SNP. Thus, we analyzed 75 B6-specific and 212 MSM-specific peaks. To obtain the allele frequencies, the data from reciprocal F1 hybrids were averaged. Out of the 75 B6-specific and 212 MSM-specific peaks, 36 (48%) and 105 (50%) peaks, respectively, showed allele-biased mapping of ChIP reads (B6-allele frequencies of ChIP reads were > 0.68 for B6-biased, and < 0.32 for MSM-biased) in both reciprocal hybrids in a way consistent with the acetylation difference between the pure strains (Fig. 2A and supplementary table S2, Supplementary Material online). For these peaks, the acetylation difference should be made by a *cis* effect(s). However, these allele-biased peaks had a similar number of SNPs to those in non-allelic peaks (Fig. 2B), suggesting that the vast majority of the sequence changes in these regions are neutral in terms of H3K9ac in the liver. However, it is possible that a small number of sequence changes occurred in binding sites of transcription factors (TFs) that stimulate histone acetylation. Therefore, using Find Individual Motif Occurrences (FIMO) of the MEME suite program [31], we searched TF-binding motifs that are present only in the acetylated or non-acetylated alleles. Whereas allele-specific presence was not correlated to the state of acetylation for most TF-binding motifs, the binding motif for interferon regulatory factor 3 (IRF3) was significantly associated with acetylated alleles (Fig. 2C and D): it was present in 14 hyperacetylated alleles (10% of the all allele-specific peaks) but absent in their hypoacetylated counterpart, whereas it was present in 4 hypoacetylated alleles but absent in their hyperacetylated counterpart (*p* < 0.05 by χ^2^ test). By comparing to the genomic sequence of *Mus spretus* [32], the ancestral sequences of these peaks were inferred, revealing that there were 9 gain events of the IRF3 motif in hyperacetylated alleles and 5 loss events in hypoacetylated alleles. IRF3 is known to activate the expression of its target genes in many types of cells [33], suggesting that an evolutionary gain and loss of this binding motif are involved in the gain and loss of histone acetylation, respectively.

**Fig. 2:**
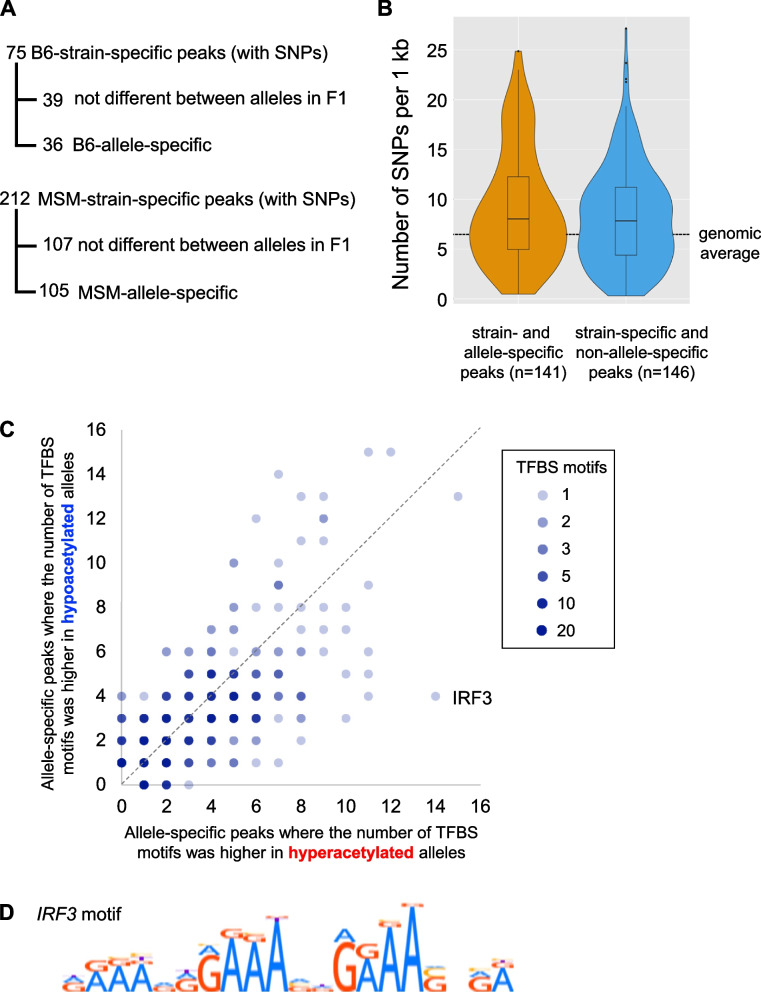
Identification and characterization of allele-specific H3K9ac peaks. **A** Number of allele-specific peaks identified in this study. Details are available in supplementary table S2. **B** Statistics of SNP density in allele-specific and non-allele-specific peaks. C Scatter plot of the allele-specific peaks in which the number of TFBS motifs was *higher* in hyperacetylated alleles than hypoacetylated alleles (x-axis) and those wherein the number of TFBS motifs was *lower* in hyperacetylated alleles than hypoacetylated alleles (y-axis). **D** Sequence logo representation of the IRF3 binding sequence motif

### Short L1 3′ UTR insertions induced hypoacetylation

Gene expression differences and epigenetic differences in their regulatory sequences can also arise from structural variation of the genome, such as insertional polymorphism of retrotransposons. For example, the insertion of B2 SINE modifies DNA methylation, histone acetylation, and gene expression at the site of insertion in the mouse liver [22], and the insertion of full-length L1 LINE induces open chromatin in the mouse embryonic stem cells whereas the insertion of IAP retrotransposon (which is LTR-type) induces heterochromatin [15]. To study the impact of strain-specific insertion of retrotransposons, using the genomic sequence data [14], we have identified insertional polymorphism between the two strains. In addition to the ~ 1700 SINE insertion polymorphism we previously reported in our SINE study [22], herein we identified polymorphic insertions of 6847 LINEs and 2973 LTRs (Fig. 3 and supplementary tables S3 and S4, Supplementary Material online). In this analysis, we selected indels whose whole sequences were determined. Thus, most (6800 LINE insertions and all LTR insertions) were B6-specific insertions because whole sequences of long insertion in the MSM genome cannot be determined using Sanger sequencing reads. The polymorphic LINE insertions contained 3317 L1Md_Tf (49%), 2262 L1Md_A (33%), 1127 L1Md_F/F2/F3 (17%), and 31 L1Md_Gf (0.5%) insertions. The polymorphic LTR-element insertions contained 1186 IAP (40%), 376 RLTR10 (13%), 101 MMERVK10C (3.4%), 28 ETnERV (0.9%), 398 MERVL/MT2 (13%), and 423 MTA_MM (14%) insertions. To characterize their insertion-site preference, we divided the genome sequence into 100-kb regions and counted the LINE, LTR, and SINE indels as well as genes, acetylation peaks identified in the liver of the B6 pure strain, and non-polymorphic LINEs, LTRs, and SINEs in each region. These regions were then sorted by the GC content (Fig. 3C). This revealed that LINE indels have been retained in acetylation- and gene-poor regions, whereas SINE indels have been retained in acetylation- and gene-rich regions despite that their insertion sites are determined by the same enzyme, the LINE-encoded reverse transcriptase/endonuclease.

**Fig. 3:**
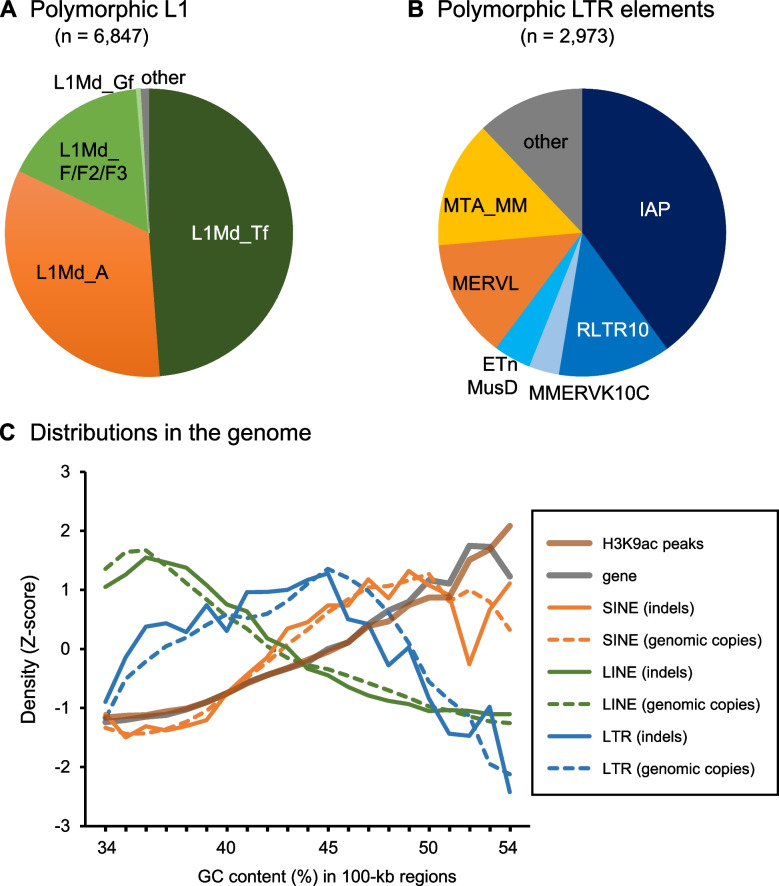
Identification and characterization of insertionally polymorphic retrotransposon copies. **A** Subfamilies of L1 indels identified in this study. **B** Groups of LTR retrotransposon indels identified in this study. Details are available in supplementary tables S3 (LINEs) and S4 (LTRs). **C** Distribution of H3K9ac peaks, genes, indels, and genomic copies of retrotransposons in the mouse genome with regard to regional GC contents

We then compared DARs and the polymorphic sites of LINEs, SINEs, and LTRs. Whereas none of the B6-specific DARs was associated with MSM-specific insertions presumably due to the small number of the insertions, we identified 7 (3.1%) MSM-specific DARs that were closely located to B6-specific insertions (Fig. 4) (*p* = 0.057 by random permutation test). In all cases, the insertion of L1 (5 L1Md_Tf, 1 L1Md_Gf with 3′ region of L1Md_Tf, and 1 L1Md_F2 insertions) was associated with a complete loss of acetylation in its neighboring region, although the vast majority (94%) of strain-specific L1 insertions were located in hypoacetylated regions (see Fig. 3C). It should be noted that 6 of the 7 DARs had no SNP within them, strongly suggesting that the L1 insertions were the main cause. We also note that all of the 7 insertions contained the highly conserved 3′ UTR sequences, although the insertion lengths were variable from 162 bp to 6.4 kb (Fig. 4H). These results suggest that the insertion of a 3′ fragment of L1 reduced histone acetylation in the neighboring region. Krüppel-associated box domain-containing zinc finger proteins (KZFPs) work to make repressive chromatin in retrotransposons and genes [34]. They form a complex with Trim28, the Setdb1 H3K9 methylase, and histone deacetylases [35], resulting in histone deacetylation in their target genomic regions. It has been reported that four KZFPs, namely Gm14406, Gm14295, Gm14412, and Gm14436, preferentially bind to L1Md_Tf sequences [36]. Mapping of the published ChIP-seq reads for these KZFPs onto the mm10 reference sequence confirmed that except for Gm14406 (data not shown), the ChIP read density was high at and around L1Md_Tf copies of 100–400 bp in length (similar to the lengths of Indel-A, −B, and -D in Fig. 4H) which consisted of the 3′ region only (Fig. 4I–K).

**Fig. 4:**
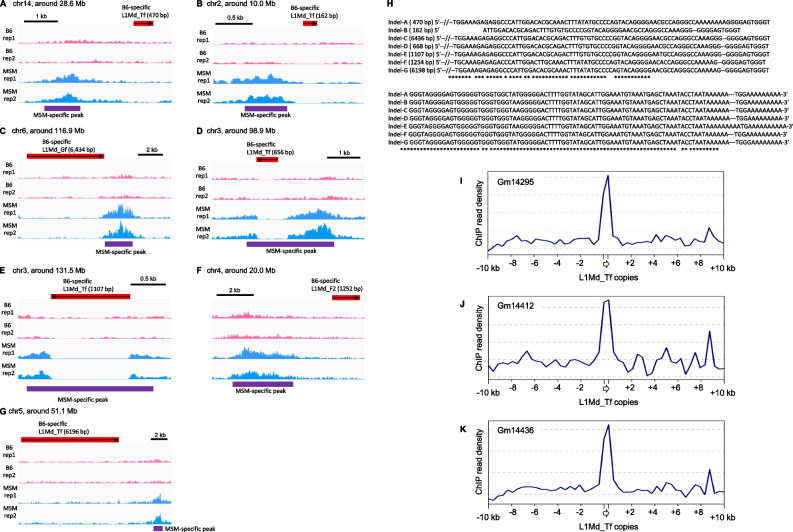
B6-specific L1 insertions associated with MSM-specific H3K9ac peaks. **A–G** IGV snapshots around L1 insertions. ChIP read densities are shown in pink (B6, two replicates) and light blue (MSM, two replicates). H3K9ac peaks are shown below in purple. Positions of Mb-specific L1 insertions are shown in red. Arrow indicates the direction of L1 and their length is shown in parentheses. **H** Alignment of the 7 inserted L1 sequences. Only the 3′ region is shown. Numbers in parentheses indicate the lengths of inserted copies. **I–K** Average ChIP read density of mouse KZFPs, Gm14295 (I), Gm14412 (J), and Gm14436 (K) in regions neighboring short L1Md_Tf copies in mm10 (100–400 bp containing the 3′ end, *n* = 2424). The ChIP data analyzed for mouse embryonic stem cells were obtained from GEO (accession number, GSE115291). The plots were generated using deepTools

L1 retrotransposition is carried out by a mechanism called target-primed reverse transcription, in which cDNA is generated from the 3′ polyA sequence of the RNA template toward the 5′ end [37, 38]. Premature termination of reverse transcription thus results in the insertion of a truncated L1 sequence consisting of only the 3′ region. Therefore, although the full-length L1 is about 6 kb in length, the vast majority of L1 insertions in the genome (not limited to L1Md_Tf copies) were much shorter than the full-length sequence (Fig. 5A, about 60% were < 400 bp). We underscore that not only the full-length L1 insertions but also short 3′ L1 fragments were enriched in repressive B compartments [28, 39] and gene-poor hypoacetylated regions (Fig. 3C), suggesting the involvement of these L1 fragments in gene repression. To see if even short 3′ L1 fragments can downregulate histone acetylation of neighboring regions, we selected genomic L1 copies (not necessarily an inter-strain indel), which were 100–400 bp in length, contained the 3′ end, and resided in hyperacetylated genomic regions (which showed regional fold enrichment of H3K9ac ChIP (B6) of ≥1.5 corresponding to 3% of 50-kb genomic regions). Then, we calculated histone acetylation levels in B6 around these L1 fragments. This revealed that, even in the hyperacetylated regions, the level of acetylation was dropped in regions within 2 kb from the insertion of the short L1 fragments (Fig. 5B), consistent with the L1 activity to downregulate acetylation in their neighbors. Moreover, analyses of published ChIP-seq data for other tissues disclosed similar pattern of downregulation of histone acetylation around the L1 fragments (supplementary Fig. 1).

**Fig. 5:**
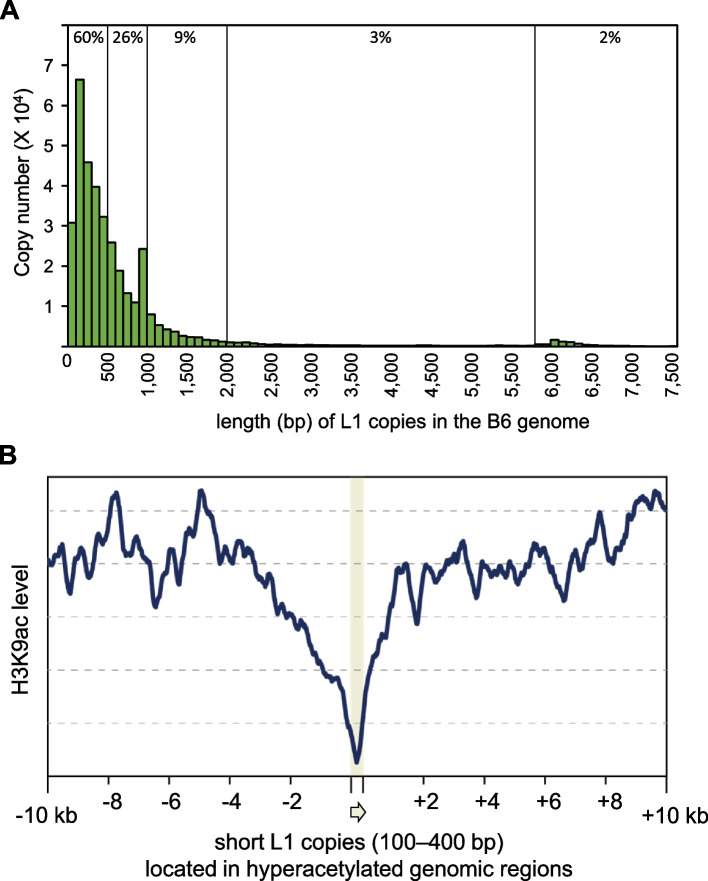
Genome-wide effects of L1 sequences on histone acetylation. **A** Length distribution of L1 copies present in the B6 genome (mm10). Only copies having the 3′ end were analyzed. The numbers above indicate the fractions of copies out of the total copies (60% for copies of < 0.4 kb, 26% for 0.4–1 kb, 9% for 1–2 kb, 3% for 2–5.8 kb, and 2% for > 5.8 kb (full-length or nearly full-length)) **(B)** Average H3K9ac level in the B6 strain of genomic regions near L1 copies. Copies resided in hyperacetylated regions and were less than 400 bp in length were used for the analysis (*n* = 845). The plot was generated using deepTools

### Allele-specific acetylation was associated with gene expression differences

To study the relationship between the allelic biases of H3K9ac and gene expression, we performed mRNA-Seq for F1 hybrids. Similarly to allelic acetylation analysis, the B6-allele frequencies observed in reciprocal F1 hybrids were averaged. 

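Livers of 4 female F1 hybrids were analyzed at 5 months of age. 2 of the mice were progeny of an MSM mother and a B6 father, and 2 were progeny of a B6 mother and an MSM father. B6 and MSM are inbred strains of different subspecies, so each F1 mouse carries a chromosome set of each strain, and a read that covers a base differing between the strains can be assigned to its allele. The authors deposited, for each mouse, the expression of each gene in FPKM (mapped fragments scaled to the length of the transcript and to the number of fragments mapped in the library) and its B6-allele frequency, the fraction of allele-assigned reads that came from the B6 allele. They trimmed the reads with Trim Galore!, aligned them with Tophat2 to the mm10 genome masked at SNP sites, with at most 1 alignment reported per read, separated the alleles with SNPsplit and counted the reads of each gene with Cuffdiff. With that option, a read that matches several members of a gene family equally well is placed at a single member. The paper gives 56000000 to 88000000 read pairs of 150 bp as the yield of sequencing. The deposited values hold no read counts, so the depth behind each FPKM and each frequency is unknown, and no confidence interval can be given for a single frequency. Table S5 states that frequencies are given for genes with more than 10 allele-discriminating reads. In the part of Table S5 used here, 367 of its 8797 genes, the FPKM of all 367 genes and the frequencies of the 159 genes that have them equal the deposited values after rounding. Each mouse had the same 8797 genes, of which the lowest mean FPKM was 2.50. The FPKM summed over these genes was 671875 and 539647 in replicates 1 and 2 of the MSM mother x B6 father cross, and 529024 and 572780 in replicates 1 and 2 of the B6 mother x MSM father cross. Across genes, log2(FPKM + 1) correlated between mice with r of 0.961 to 0.978. These coefficients are over genes, which are not independent replicates. From these values, allele-biased genes were counted from the mean frequency. The differences from equal allele use and between the crosses were tested with limma, on the log2 odds of the B6 allele after limiting frequencies to 0.01 to 0.99. Gene positions came from the GENCODE M21 annotation of the mm10 assembly, or from RefSeq annotation of the same assembly where a symbol was not found there, and 8765 of the 8797 genes had one.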

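For each gene, the frequencies of the 2 mice of a cross were averaged, and then the means of the reciprocal crosses. The frequency differed between the crosses in 3 of 3632 genes at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment). A gene that was not called can still differ by more than the spread between its mice. At an unadjusted p-value under 0.05, the frequency was higher with an MSM mother in 98 genes and higher with a B6 mother in 92. A comparison of 2 mice with 2 allows no exact permutation p below 0.333, so these calls rest on the variance shared across genes. Igf2r, a protein-coding gene on chromosome 17 from 12682406 to 12769664 in mm10, had a B6-allele frequency of 0.00554 and 0.00134 in the mice with an MSM mother and 0.992 and 0.997 in those with a B6 mother. Its log2 odds differed between the crosses by -13.26 (SE 0.08, limma adjusted p = 4.8e-04), with both mice of one cross below both of the other. This is the largest difference that the limits of 0.01 and 0.99 allow. Each of its values was set to a limit, so the SE comes only from the variance shared across genes. Meg3, on chromosome 12 from 109541001 to 109571726, had frequencies of 0 and 0.00929 with an MSM mother and 0.989 and 1 with a B6 mother, a difference of -13.18 (SE 0.10, limma adjusted p = 5.0e-04). Hc, on chromosome 2 from 34983331 to 35061438, differed in the opposite direction, with frequencies of 1 and 1 with an MSM mother and 0.2 and 0.25 with a B6 mother, a difference of 8.42 (SE 0.18, limma adjusted p = 0.0101). Hc lies below 100 Mb on its chromosome, where frequencies correlated poorly between mice, and a test limited to genes beyond the coordinates (100 Mb on chromosomes 1 to 15 and X, 10 Mb on chromosomes 16 to 19) leaves it out.
Igf2r and Meg3 were also on a list of 33 imprinted genes and the parental allele they express, used as a check of which strain was the mother. 8 of the listed genes had an FPKM, and 4 had a B6-allele frequency. In all 4, every mouse with an MSM mother lay on the side of every mouse with a B6 mother that the listed allele predicts. Impact (chromosome 18 from 12955852 to 12992950), listed as expressed from the paternal allele, had frequencies of 0.979 and 0.944 with an MSM mother and 0.0446 and 0.0899 with a B6 mother. Its difference of 8.69 in log2 odds (SE 0.71) had a limma adjusted p of 0.341. A test on the frequency itself added Impact, with a difference of 0.894 (limma adjusted p = 0.0133, and 0.0133 to 0.878 over the alternatives for this gene). Slc22a18 differed by -0.43 (SE 0.08, limma adjusted p = 0.829), with frequencies of 0.462 and 0.455 against 0.537 and 0.529.

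**Figure D1:**
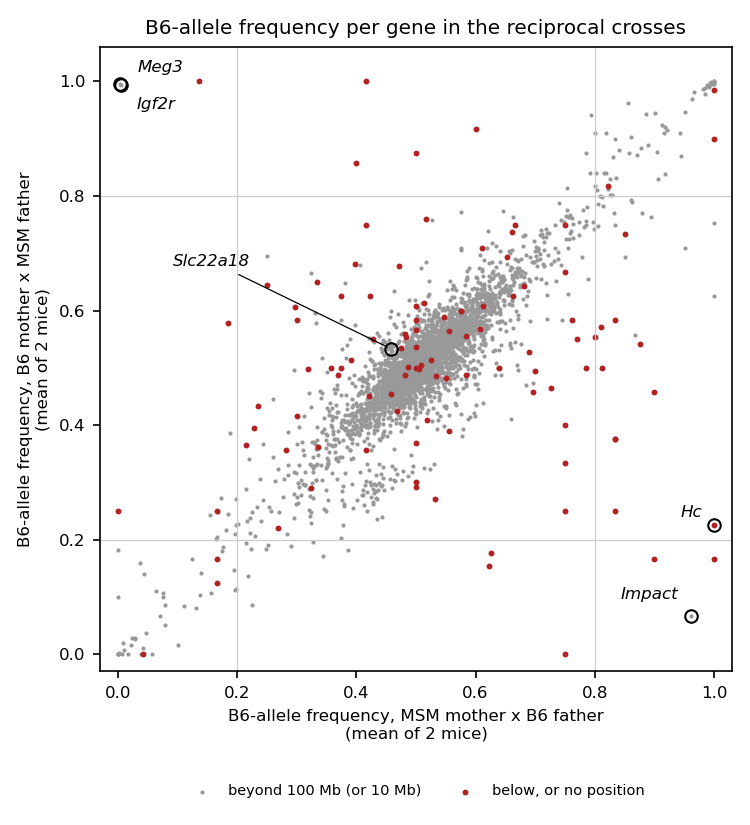
Each point is 1 of the 3632 genes, with its mean B6-allele frequency (a fraction) in the 2 mice with an MSM mother on the horizontal axis and in the 2 mice with a B6 mother on the vertical axis. Gray points lie beyond 100 Mb on chromosomes 1 to 15 and X or beyond 10 Mb on chromosomes 16 to 19, red points lie below or have no position, and gray lines mark 0.2 and 0.8. Most gray points follow the diagonal, while Igf2r and Meg3 sit at the upper left and Impact and Hc at the lower right.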

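Of the 8797 genes listed, 3632 (41.3%) had a B6-allele frequency in all 4 mice and 5165 had it in none of them. Over these genes the median of the mean frequency was 0.510, and the mean frequency lay between 0.4 and 0.6 in 79% of them. With the mean of the reciprocal crosses, 67 genes had a B6-allele frequency of at least 0.8 and 49 had one of at most 0.2. In the first group the median frequency was 0.880 (quartiles 0.829 and 0.977), and the median SD over the 4 mice was 0.0246. In the second the median frequency was 0.0880 (quartiles 0.0258 and 0.146), and the median SD was 0.0277. Among other thresholds and FPKM filters on the mean, these counts moved most with the thresholds 0.9 and 0.1 for the B6 allele, to 30 genes, and with a mean FPKM of at least 10 for the MSM allele, to 20 genes.
The genes with the highest mean FPKM among those past the threshold in every mouse show the size of the bias. On the B6 side, H2-K1 (chromosome 17 from 33996017 to 34000347 in mm10) had a frequency of 0.991 ± 0.0014 (SD, n = 4 mice) at a mean FPKM of 442. Its log2 odds of 6.60 (SE 0.05) differed from 0 with a limma adjusted p of 4.6e-05, with all 4 mice above 0.8. Cyp4a14 (chromosome 4 from 115486200 to 115496142) was at 0.992 ± 0.0033, Cd81 (chromosome 7 from 143052739 to 143067934) at 0.880 ± 0.0186 and Rpl14 (chromosome 9 from 120571444 to 120574654) at 0.828 ± 0.0224. Rplp1 (chromosome 9 from 61913284 to 61914542), with the highest mean FPKM of these at 810, had a frequency of 1 in 3 mice and 0.8 in replicate 2 of the B6 mother x MSM father cross. It lies below 100 Mb, where frequencies differed widely between mice. On the MSM side, Cyp3a41a (chromosome 5 from 145694049 to 145720136) had a frequency of 0.0648 ± 0.0167 at a mean FPKM of 1120, with log2 odds of -3.89 (SE 0.05, limma adjusted p = 3.0e-04) and all 4 mice below 0.2. Gstm7 (chromosome 3 from 107926334 to 107931817) was at 0.182 ± 0.0110, Cyp2c39 (chromosome 19 from 39510862 to 39568529) at 0.0281 ± 0.0026, Cyp4a12b (chromosome 4 from 115411624 to 115439034) at 0.0091 ± 0.0037 and Cyp4a32 (chromosome 4 from 115600969 to 115621602) at 0.120 ± 0.0262. The genes of the Cyp, Gstm, H2 and ribosomal protein families have similar copies, and their frequencies are given as uncertain, since how many reads they share with a copy was not measured.
The genes with a frequency were not spread evenly over the chromosomes. On chromosomes 1 to 15 and X, nearly all of them lay beyond 100 Mb, and on chromosomes 16 to 19 nearly all lay beyond 10 Mb. Beyond these coordinates 3525 of 3925 genes (89.8%) had a frequency, and below them 93 of 4840 (1.92%). The counts of allele-biased genes therefore describe mainly the distal parts of the chromosomes. 64 of the genes at or above 0.8 and 45 of those at or below 0.2 lay beyond the coordinates.

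**Figure D2:**
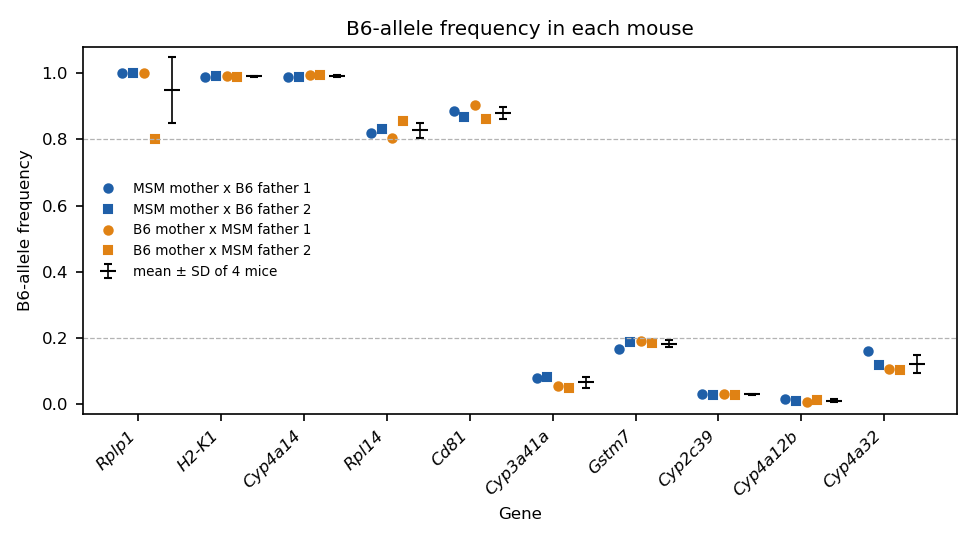
B6-allele frequency (a fraction, vertical axis) of the 5 B6-biased and 5 MSM-biased genes with the highest mean FPKM among genes past the threshold in every mouse (horizontal axis). Each colored point is a mouse, the black mark and bar are the mean ± SD of the 4 mice, and dashed lines mark 0.8 and 0.2. The points of each gene lie close together except for Rplp1, where 1 mouse is at 0.8 and the others are at 1.

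**Figure D3:**
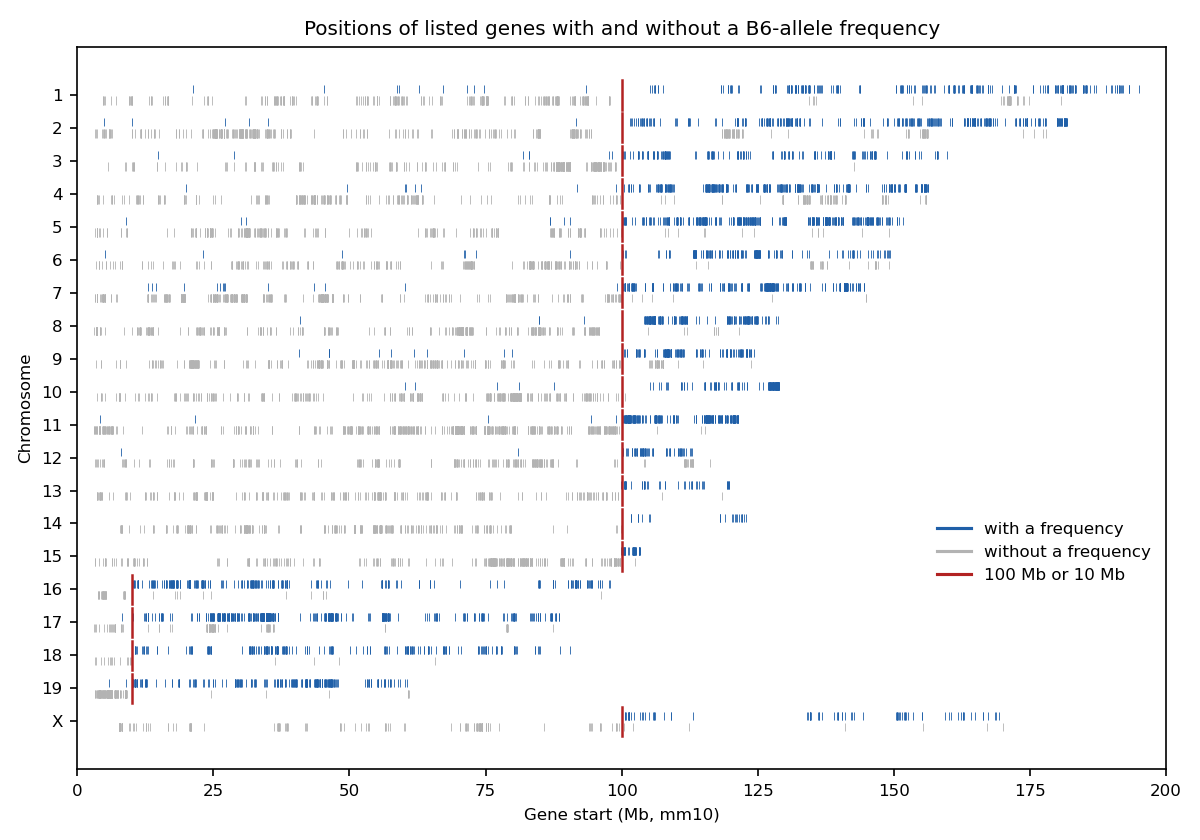
Start of each listed gene (horizontal axis, Mb in mm10) on each chromosome (vertical axis). Blue ticks are genes with a B6-allele frequency, gray ticks are genes without one, and red lines mark 100 Mb on chromosomes 1 to 15 and X and 10 Mb on chromosomes 16 to 19. Blue ticks are sparse to the left of the red lines (1.92% of genes) and dense to the right (89.8%).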

Out of 3632 genes whose allelic bias could be calculated, 76 genes had B6-allele-biased expression (B6-allele frequency of mRNA-seq reads ≥0.8, see Materials and Methods*)* while 57 genes were found to be MSM-biased (B6-allele frequency ≤ 0.2) (Fig. 6A and supplementary table S5, Supplementary Material online). Since it is thought that increased acetylation in promoter regions allows a higher level of transcription, we compared the allelic biases of promoter acetylation and expression of these genes (Fig. 6B). This revealed a general tendency that the allelic difference in promoter acetylation is positively correlated with the allelic difference in expression (*p* < 0.01 by Mann-Whitney U-test). In particular, promoters of 13 allele-biased genes (9.8% of a total of 133 genes) overlapped with allele-specific acetylation peaks identified above. These results suggest that the changes in promoter sequence result in changes in histone acetylation level, which in turn results in changes in transcription frequency. 

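The part of Table S2 used here holds 1998 of its 8655 H3K9ac peaks, so peaks outside this part could not be looked up, and no test was made. Promoters were taken as the 1000 bp on either side of the annotated transcription start site. In this part, 3 genes past the expression threshold in every mouse had a promoter peak that the paper labels as biased to the same allele. Ildr2, with its start site at 166254139 on chromosome 1 of mm10, had a B6-allele frequency of 0.915 ± 0.0391 (SD, n = 4 mice) in mRNA. The paper's reported mean frequency of H3K9ac reads is 0.696 for its promoter peak from 166253861 to 166255096. Rdh16 (start site at 127801152 on chromosome 10) had a frequency of 0.986 ± 0.0032 in mRNA, and the paper's reported frequency for the peak from 127800540 to 127802836 is 0.760. Susd4 (start site at 182763860 on chromosome 1) was expressed mainly from the MSM allele, with a frequency of 0.0978 ± 0.0277, and the paper's reported frequency for the peak from 182763651 to 182765938 is 0.188. From the overlap of promoters of allele-biased genes with allele-specific peaks, and from the relation between promoter acetylation and expression in Fig. 6B, the paper proposes that changes in promoter sequence alter histone acetylation and thereby transcription.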

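In the same part of Table S2, 6 further genes past the mean expression threshold had a promoter peak that the paper labels as not biased. In each of them, mice lay on both sides of the expression threshold. The B6-allele frequency in mRNA was 0.821 ± 0.0255 (SD, n = 4 mice) for Arsg, 0.827 ± 0.0480 for Cenpl and 0.830 ± 0.0615 for Cnp. The paper's reported H3K9ac frequencies at these promoters are 0.561 for Arsg, 0.586 for Cenpl and 0.578 for Cnp. Tmco1 had a frequency of 0.829 ± 0.125 in mRNA, against the paper's 0.397 in H3K9ac reads. For Ubald2 the mRNA frequency was 0.877 ± 0.247, and the paper's H3K9ac frequency is 0.465. Tfcp2l1 had an mRNA frequency of 0.199 ± 0.0252, against the paper's H3K9ac frequency of 0.558. In all 9 genes with a promoter peak in the part of Table S2 used here, the frequency in mRNA lay farther from 0.5 than the paper's H3K9ac frequency. The genes were chosen by their frequency in mRNA and not by that of H3K9ac, and this choice alone favors such an order.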

We note that the allelic bias of promoter acetylation was smaller than the allelic bias of gene expression, suggesting that other factors are also involved in the gene expression difference.

**Fig. 6:**
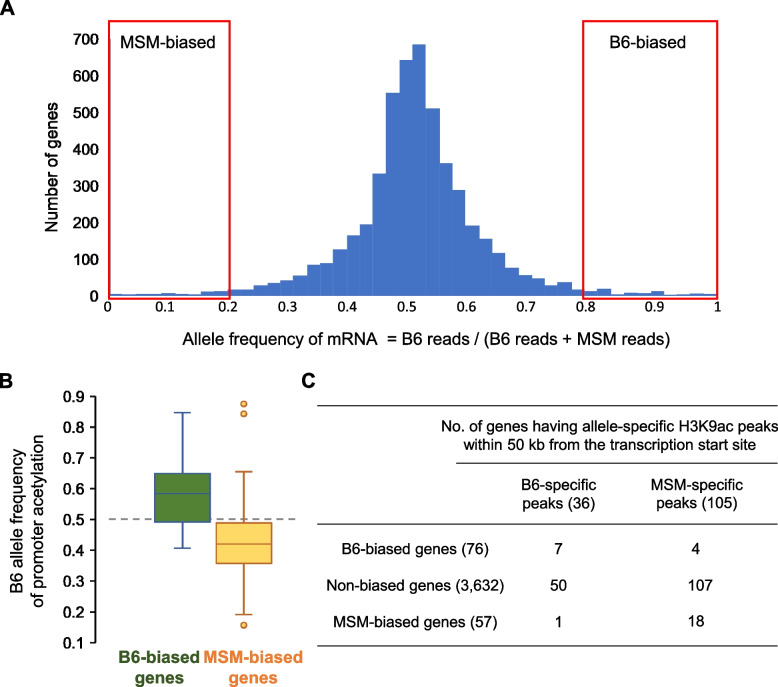
Allele-biased promoter acetylation is linked to allele-biased gene expression. **A** Statistics of allele frequency for genes expressed in liver of F1 hybrids. For each gene, the frequencies determined in the F1 progeny of reciprocal crosses were averaged. **B** Statistics of allele frequency (the average of reciprocal F1 hybrids) of H3K9ac ChIP reads mapped to promoters of genes showing B6- or MSM-biased expression. **C** Number of genes having allele-specific H3K9ac peak(s) within 50 kb among genes showing B6- or MSM-biased expression. Details are available in supplementary table S5

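The spread between the 2 mice of a cross gives the precision of a frequency. The median SD within a cross was 0.0223 over the 3632 genes, and it fell with expression, from 0.0323 in the lowest tertile of mean FPKM to 0.0229 in the middle and 0.0152 in the highest. It was 0.22 in the 93 genes below 100 Mb (10 Mb on chromosomes 16 to 19) and 0.0218 in the 3525 genes beyond. The crosses had similar spreads, with a median of 0.0209 in the MSM mother x B6 father cross and 0.0195 in the B6 mother x MSM father cross. The median frequency was 0.509 and 0.512 in replicates 1 and 2 of the first cross, and 0.509 in both replicates of the second.
A frequency different from 0.5 was far more common than one past 0.8 or 0.2. In limma, 1316 of 3632 genes (36.2%) differed from 0.5 at a Benjamini-Hochberg adjusted p-value under 0.05, of which 822 were biased toward the B6 allele and 494 toward the MSM allele. The median log2 odds of these genes was 0.55 toward B6 and -0.54 toward MSM, and 702 of them had a mean frequency between 0.4 and 0.6. Of the 116 genes past the mean thresholds, 107 were called. The 9 others differed too much between mice to be separated from 0.5. Among the other scales and filters, a mean FPKM of at least 5 lowered the number of calls most, to 702 genes toward B6 and 442 toward MSM. Shifting each mouse to a median frequency of 0.5 changed the balance most, to 705 and 604. The test measures only the spread between mice. A preference of mapping for an allele that recurs in every mouse would be called as bias too.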

Because the majority of the allele-specific acetylation peaks we identified resided in enhancers (Fig. 1), we tested if they tended to reside in the vicinity (within 50 kb) of the genes showing biased expression. Although not so many genes, 7 B6- and 18 MSM-allele-biased genes had B6- and MSM-allele-specific acetylation peaks in the regions close to their transcription start sites, respectively (*p* < 0.01 by χ^2^ test) (Fig. 6C). These results suggest that genetic and epigenetic differences in enhancers underlie some, although not all, of the transcriptional differences that arose during mouse evolution.

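Of genes past the threshold in every mouse that had no promoter peak in the part of Table S2 used here, 6 had a peak within 50 kb that the paper labels as biased to the same allele. The peak nearest to Steap3 (start site at 120272705 on chromosome 1) lies 2.42 kb away, with a B6-allele frequency of 0.829 ± 0.0268 (SD, n = 4 mice) for the gene and the paper's reported H3K9ac frequency of 0.861 for the peak. Sdr9c7 (start site at 127898518 on chromosome 10) had a frequency of 0.998 ± 0.0013, and the paper's reported value for a peak 2.87 kb away is 0.863. Serf1 (start site at 100108012 on chromosome 13) had a frequency of 1 in every mouse, while the paper's value for a peak 3.93 kb away is 0.556. Limd2 (start site at 106160860 on chromosome 11) had a frequency of 0.923 ± 0.0485, and the nearest such peak, at 32.2 kb, has the paper's reported value of 0.660. On the MSM side, Mettl7a2 (start site at 100353200 on chromosome 15) had a frequency of 0 in every mouse, and the paper's value for a peak 5.72 kb away is 0.290. Serpina12 (start site at 104044443 on chromosome 12) also had a frequency of 0 in every mouse. Its nearest such peak lies 7.85 kb away with the paper's value of 0.182, and for another at 21.8 kb the paper's value is 0.491. Of the 6 genes whose promoter peak is labeled as not biased, 4 also had a peak within 50 kb that the paper labels as biased to the allele of their expression. The paper's value is 0.864 for such a peak 4.65 kb from Cenpl, 0.715 at 11.8 kb from Arsg and 0.607 at 42.3 kb from Ubald2. For Tfcp2l1 the paper's values are 0.349 at 13.6 kb and 0.212 at 14.9 kb. The paper's methods give 0.68 and 0.32 as the limits for biased peaks. The mean values near Serf1, Limd2 and Ubald2, that of the farther peak of Serpina12 and that of the nearer peak of Tfcp2l1 lie between these limits. The same holds for a second peak of Steap3 at 6.96 kb (the paper's value is 0.569) and one of Ildr2 at 25.0 kb (0.606). What the labels of these peaks rest on is uncertain. These genes describe only the part of the peak list that was used, and no association was tested.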

## Discussion

Changes in gene expression are involved in the changes in phenotype in evolution. Such gene expression changes can arise by the alteration of epigenetic modifications, such as histone acetylation and methylation, in *cis* regulatory regions. This study aims to determine the genetic basis of changes in histone acetylation during evolution using two mouse strains derived from different subspecies, *Mus musculus domesticus* (B6) and *Mus musculus molossinus* (MSM), which diverged about 1 million years ago. These strains and their hybrids allowed us to analyze the *cis* and *trans* effects of epigenetic changes. Our results revealed that the vast majority of H3K9ac peaks were conserved between the strains and located in annotated *cis* regulatory elements such as promoters, which is consistent with that H3K9ac is frequently located around transcription start sites of active genes [40]. In addition, this mark was enriched in enhancers, together suggesting that H3K9ac is involved in gene regulation. It has been reported that about 30% of gene expression differences between mouse strains are explained by sequence changes [41]. Similarly, among the 319 strain-specific acetylation regions we identified here, 287 contained SNPs and 113 showed allelic differences in F1 hybrids. Therefore, 35% (113 out of 319) of inter-strain differences in histone acetylation can be explained by the differences in the underlying genetic sequences. The rest (strain-specific DARs but not showing allelic bias) may be caused by *trans* effects. Similar results were reported for inter-strain variance in open chromatin regions using various inbred strains [42]. Searching TF binding motifs in the allele-specific peaks identified here revealed that sequence changes in the motif for IRF3 are associated with acetylation changes — SNPs that disrupt or generate the IRF3 motif induce hypo- and hyper-acetylation, respectively. IRF3 is known to activate the expression of type I interferons as well as interferon-responsive genes upon viral infection [33]. We note that these cases were only a minority, and many allele-biased peaks lacked apparent association with SNPs generating or disrupting TF binding motifs. This is presumably because of a lack of knowledge of TFs decreasing histone acetylation --- our knowledge (i.e., the TF binding motif database) is biased toward TFs increasing histone acetylation. Therefore, it remains possible that differential binding of histone deacetylation-associated TFs accounts for differential acetylation between the alleles.

Our RNA-seq analysis of the reciprocal F1 hybrids showed that, out of 3632 genes expressed in the liver and was able to be analyzed for allele frequencies, 133 genes (3.7%) showed allele-biased expression. 

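The thresholds of 0.8 and 0.2 on the mean of the crosses were passed by 116 genes, which is 3.19% of the genes with a frequency. In 78 of them every mouse was past the threshold, 44 toward the B6 allele and 34 toward the MSM allele. The other 23 B6-biased and 15 MSM-biased genes passed it in the mean but not in each mouse. In at least 1 mouse, 253 genes were past a threshold, and 6 genes were past opposite thresholds in the reciprocal crosses. Replicate 2 of the MSM mother x B6 father cross had the most genes past a threshold, 115 at or above 0.8 and 80 at or below 0.2. The other mice had 79 to 87 and 68 to 72.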

We showed that these genes tend to have allele-biased acetylation in their promoters. Moreover, we revealed that allele-specific acetylation peaks were preferentially located near the genes showing allele-biased expression, suggesting that epigenetic changes in enhancers alter the gene regulatory program. These findings reflected the previous results showing that, despite being reared in the same environment and sharing a last common ancestor less than a million years ago, subtle phenotypic differences exist between the inbred mouse strains, C57BL/6 J and CAST/EiJ, due to *cis-* and *trans-*acting variants that shape the gene regulatory network [8].

The most intriguing finding in this work are the effect of 3′ L1 fragments on histone acetylation. The 5′ region of L1 copies in the mouse genome provides binding sites for TFs such as HNF4α (older copies) and STAT1 (younger copies), and consequently, their insertional polymorphism results in inter-strain variability of open chromatin [42]. Although these suggest the activating roles of L1 insertions, the mouse L1 sequences are depleted in gene-rich A compartments, especially depleted in gene promoter regions [28, 29]. In contrast, B1 and B2 SINEs are enriched in the A compartments [28, 29, 39]. Such preferential localization is unlikely due to their insertion-site preference because L1 and the SINEs are retrotransposed by the same enzyme encoded in L1 [43]. Thus, their different preference in genomic localization remains a mystery. A possible explanation would be that L1 insertions in gene-rich regions have been counter-selected during evolution. Indeed, inter-strain indels of L1 were preferentially retained in gene-poor regions but not in gene-rich regions (Fig. 3C). This could be because they are marked with H3K9me3, a repressive chromatin modification, which then propagates to their neighborhood. However, H3K9me3 is generally accumulated only in the 5′ promoter region of L1 [44]. Most L1 sequences in the genome lack the 5′ promoter region because L1 retrotransposition predominantly generates incomplete insertions that have only a short sequence of the 3′ regions. This argues that the H3K9me3 mark at L1 is not the cause of the counter-selection. What could be the negative effect of short L1 insertions in the gene-rich regions? Our results revealed that insertions of even short L1 sequences in the genome downregulate histone acetylation of their neighboring regions, which may lower the expression of neighboring genes. Furthermore, our results suggest that the downregulation of acetylation is possibly mediated by KZFPs, especially, Gm14295, Gm14412, and Gm14436, that bind to regions of the L1 sequence including the 3′ region. KZFPs have been rapidly amplified in mammals to counteract the activity of newly emerging retrotransposons by inhibiting their transcription [34], thus inhibiting their retrotransposition. In addition to this accepted view, the data presented here argues in favor of a hypothesis that the KZFP-mediated silencing system also limits L1 amplification after retrotransposition by making such retrotransposed copies inserted close to genes be eliminated from the population of the host (i.e., selection against inserted copies).

We previously showed that B2 SINE also affects histone acetylation [22]. In the SINE case, B2 inhibits the expansion of H3K9ac regions around promoters. As a result, H3K9ac regions were shortened, which is regarded as having a negative effect on acetylation. However, we underscore that B2 does not disrupt H3K9ac regions. This is the point of difference between LINEs and SINEs in view of their effects on histone acetylation. The mechanistic difference between the two types of retrotransposons to affect chromatin modifications may underlie their clear differences in their genomic distributions.

## Materials and methods

### RNA extraction, RNA library preparation, and sequencing

All animal experiments were approved by the committee of Nagoya University and carried out according to the animal welfare guidelines.

For mRNA-seq analysis, the liver of 5-month-old female F1 hybrids (age-, sex-, and tissue-matched with the published H3K9ac ChIP-seq data) were used; 2 progenies of a B6 mother and an MSM father and 2 progenies of an MSM mother and a B6 father. Total RNAs were extracted from ~ 30 mg of homogenized tissues using the Directzol™ RNA MicroPrep Kit (ZymoResearch, Irvine, CA, USA) according to the manufacturer’s instructions. The samples were quality-checked using Qubit (Thermo Fisher Scientific, Waltham, MA, USA) and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, mRNA-Seq libraries were prepared using the NEBNext directional poly(A) mRNA library preparation kit (New England BioLabs, Ipswich, MA, USA). The libraries were sequenced in the 150-bp paired-end mode on HiSeq X Ten (Illumina, San Diego, CA, USA) by Macrogen Japan (Tokyo, Japan), yielding 56–88 million read pairs.

### Gene expression analysis

Trim Galore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to perform adapter trimming on the mRNA-Seq reads using the options, −q 30 --length 30 --paired --three_prime_clip_R1 1 three_prime_clip_R2 2. Read alignment was done using Tophat2 [45] with masked mm10 as the reference genome (wherein the nucleotides at SNP sites were changed to N), using alignment options, −G --library-type fr-firststrand -g 1. Next, SNPsplit [46] was used to discriminate the B6 and MSM alleles from the aligned reads based on known SNP positions. Then, using Cuffdiff [45] with the bam files for the B6- and MSM-derived reads, respectively, the number of mapped reads were counted for each gene (shown in the genes.read_group_tracking files generated by Cuffdiff) to calculate the allele frequencies (the number of B6-derived reads divided by the total of B6- and MSM-derived reads). Genes were regarded as B6-biased if the allele frequency was 0.8 or more, whereas genes were regarded as MSM-biased if the allele frequency was 0.2 or less.

### Analysis of published ChIP-Seq H3K9ac data

The H3K9ac ChIP-seq published data [22] from liver tissues of B6 and MSM pure strains, as well as F1 reciprocal hybrids (MSM[mat] × B6[pat] and B6[mat] × MSM[pat]), were used (GSM4728978 to GSM4728989). After trimming of adapter sequence and low-quality reads using Trim Galore!, the reads were mapped onto the SNP-masked mm10 reference genome using Bowtie2 [47]. Next, the H3K9ac broad peaks were determined using MACS2 [48] with the options, callpeak --broad --slocal 1000 -B -f BAMPE -g mm. The locations of the peaks obtained for B6 and MSM pure strains were then merged. Using the ‘coverage’ function of BEDTools [49], the ChIP and Input reads were counted for each peak.

To identify pure strain-specific peaks, the fold enrichment (FE = IP/Input) of all samples (two B6 and two MSM) was calculated. Then, B6-specific peaks were determined if the FE (B6) ≥ 2.5 and FE (MSM) ≤ 1.5, while MSM-specific peaks were determined if the FE (MSM) ≥ 2.5 and FE (B6) ≤ 1.5. Peaks were intersected with *cis* regulatory regions determined by ENCODE as promoter-like, proximal enhancer-like, distal enhancer-like, with CTCF binding, and with DNase-H3K4me3 binding regions.

To identify allele-specific peaks, the input and IP reads of F1 hybrids were mapped to the SNP-masked reference genome. After discriminating the alleles for each read by SNPSplit, reads mapped to the peaks identified in B6 and/or MSM pure strains were counted using BEDTools. Then, the allele bias (the number of B6-derived reads divided by the total of B6- and MSM-derived reads) was computed for each peak. Peaks were regarded as ‘B6-allele-biased’ if the allele bias was 0.68 or more, whereas peaks were regarded as ‘MSM-allele-biased’ if the allele bias was 0.32 or less. To identify potential transcription-factor binding sites in these allele-biased peaks, the B6 (mm10) and MSM (mm10 but SNP positions changed to the MSM sequence) sequences of these peaks were analyzed by FIMO [50] using the position weight matrix files obtained from the HOCOMOCO database [51].

### Identification of insertional polymorphic retrotransposons and analysis of their association with strain- and allele-specific H3K9ac peaks

To identify indels between B6 and MSM, each shotgun read generated in genome sequencing of MSM [14] was blasted against the mm10 reference genome with a minimum gap penalty. Short indels (< 300 bp) were identified in alignments with gaps (in either B6 or MSM), which yields many SINE indels [22]. To obtain long indels, reads were collected if the 5′ part was matched to a part of the mm10 genome and the rest was matched to a distant part of mm10 in the same chromosome and same orientation. The regions sandwiched by the two matched regions were regarded as insertions in B6 (deletion in MSM). These indels were then manually analyzed on the UCSC Genome Browser [52], yielding indels of LINE and LTR elements. Of the indels identified, randomly selected 24 loci were confirmed by PCR. Note that long MSM-specific insertions cannot be identified due to the lengths of sequencing reads (~ 700 bp or shorter).

### Analysis of KZFP binding to the L1 sequence

Published ChIP-seq data [36] for the four KZFPs that have been reported to bind preferentially to L1Md_Tf were downloaded from GEO (Gm14295, GSM3173710; Gm14406, GSM3173716; Gm14412, GSM3173718; Gm14436, GSM3173722). After trimming using Trim Galore! (−-clip R1 3 --three_prime_clip_R1 1), the reads were mapped onto the mm10 reference genome using Bowtie2. Through deepTools [53], results were then summarized in view of short L1Md_Tf copies (100–400 bp, *n* = 2424) and their flanking regions (10 kb upstream and downstream).

### Analysis of the effect of short L1s in B6 at the genome-wide level

H3K9ac ChIP reads and input reads obtained from the B6 pure strain were counted for each non-overlapping 50-kb bin to identify hyperacetylated regions (fold enrichment of ≥1.5, corresponding to top 3% hyperacetylated regions in B6). L1 copies with the 3′ end that were < 400 bp long were selected (*n* = 845), and ChIP fold enrichment near the sites of L1 insertion (10 kb upstream and downstream) was calculated using deepTools [53].

### Supplementary Information

**Additional file 1: Supplementary Table S1.** List of conserved and strain-specific H3K9ac peaks. **Supplementary Table S2.** List of non-allelic and allele-specific H3K9ac peaks in F1 hybrids. **Supplementary Table S3.** List of LINE indels between B6 and MSM. **Supplementary Table S4.** List of LTR indels between B6 and MSM. **Supplementary Table S5.** Allele frequencies of gene expression in F1 hybrids.

**Additional file 2.**

## Data Availability

The mRNA-seq sequencing data have been deposited to NCBI GEO under the accession number, GSE246401.

# Supplementary material for: Insertion of short L1 sequences generates inter-strain histone acetylation differences in the mouse
**Source:** Mob DNA. 2024 May 10;15:11. doi: 10.1186/s13100-024-00321-0
**Supplement:** Supplementary file 2 — Additional file 2.

## Slide 1
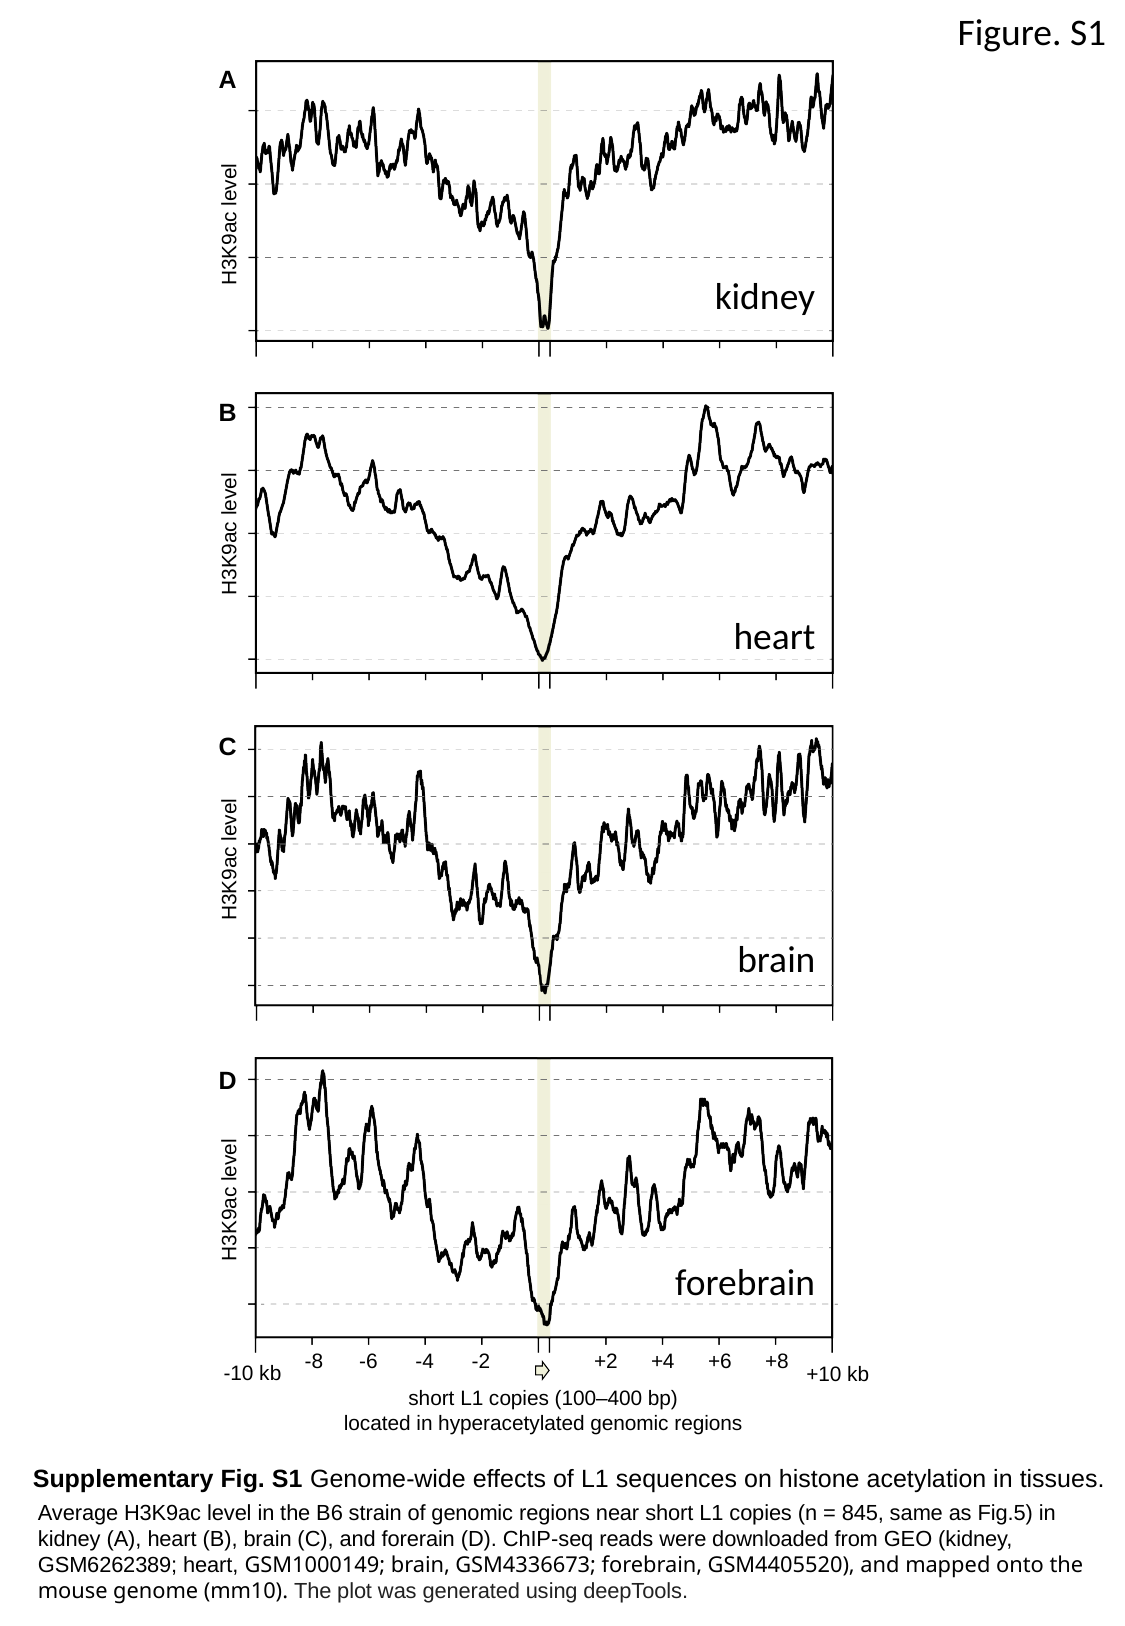

Figure. S1
A
H3K9ac level
kidney
B
H3K9ac level
heart
C
H3K9ac level
brain
D
H3K9ac level
forebrain
-8
-6
-4
-2
+2
+4
+6
+8
-10 kb
+10 kb
short L1 copies (100­–400 bp)
located in hyperacetylated genomic regions
Supplementary Fig. S1 Genome-wide effects of L1 sequences on histone acetylation in tissues.
Average H3K9ac level in the B6 strain of genomic regions near short L1 copies (n = 845, same as Fig.5) in kidney (A), heart (B), brain (C), and forerain (D). ChIP-seq reads were downloaded from GEO (kidney, GSM6262389; heart, GSM1000149; brain, GSM4336673; forebrain, GSM4405520), and mapped onto the mouse genome (mm10). The plot was generated using deepTools.

How the deposited data were processed for this re-analysis (not part of the article)

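The liver mRNA of 4 female F1 mice was measured, 2 with an MSM mother and a B6 father and 2 with a B6 mother and an MSM father, and the parents and replicate number of each mouse were taken from the sample labels and the paper's methods. The authors deposited 2 values per gene and mouse, an expression value in FPKM and a fraction from 0 to 1, the B6-allele frequency. To make the FPKM values, the authors trimmed the reads with Trim Galore!, aligned them with Tophat2 to mm10 masked at SNP sites with the strand of the library set, and estimated expression per gene. To make the fraction, the authors separated the aligned reads by allele with SNPsplit, counted the reads of each allele per gene with Cuffdiff and divided the B6 reads by the sum of both. The versions of these tools are not stated in the paper's text. The steps up to the FPKM and the fraction are already in the deposited values and were not repeated.

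Gene counts used every gene with a frequency in all 4 mice. The mean of the means of the crosses was compared with 0.8 and 0.2, as in the paper's methods. Allelic imbalance and the difference between the crosses were tested with limma 3.58.1 in R 4.3.3 in a single model per gene. Frequencies were limited to 0.01 to 0.99 and turned into log2 odds. The intercept, as the mean of both crosses, was tested against log2 odds of 0, and the cross term gave the difference between the crosses. Expression between the crosses was tested with limma, with a trend of the variance on the mean, on log2(FPKM + 1), for genes with a mean FPKM of at least 1. A fold change on this scale understates the change of genes with a low FPKM. All limma tests were two-sided with Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

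The tests were tried on simulated data with 200 changed genes. The imbalance test called 192 of 200 genes with a log2 odds of 2, and 4 of the other genes. In the data, the genes called for imbalance had a median log2 odds of 0.55 toward B6 and -0.54 toward MSM. The simulation does not show how often genes with such smaller effects are called. The test between the crosses called 194 of 200 genes with a log2 odds difference of 6, and 10 of the others. In the data, Impact had a larger difference of 8.69 (SE 0.71) and was not called (limma adjusted p = 0.341). The simulated share is therefore not the sensitivity for real genes that vary between mice as Impact does. The expression test called 183 of 200 genes with a log2 fold change of 2, and 11 of the others.

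The deposited values give no reads per allele, so tests on counts that were planned for that case were not run, the precision of a frequency was taken from the spread between mice of a cross, and no interval was computed for a single frequency. Positions came from GENCODE M21 for 8414 genes, from a RefSeq symbol for 28 and from a RefSeq synonym for 323, and 32 genes had no match. In the limma models no replicate block was used, since neither the paper nor the labels say that equal replicate numbers share a litter, batch or day.

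The genes named in the text follow a rule. They are the 5 B6-biased and 5 MSM-biased genes with the highest mean FPKM among genes past the threshold in every mouse, the genes with the largest difference in frequency between the crosses among those called, the 3 genes with the largest expression difference in each direction among those called, the genes that the paper names, and the genes of a list of imprinted genes that had a frequency. Genes with an H3K9ac peak near their start site, Mir1957b and Xist fall outside this rule and were chosen after their values were seen. A gene that the rule covers is not reported here. Table S2 was used in part and only to describe single genes. Other thresholds, filters, scales, normalizations, pseudocounts, a replicate block and the omission of each mouse in turn were tried as alternatives.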

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

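The tests of explanations in this part were chosen only after the results were seen. The limma test between the crosses and the list of imprinted genes were set before the data were examined. In that limma test, 3 genes had a B6-allele frequency called as different between the reciprocal crosses. The paper averages the crosses and does not report this comparison. The difference in mean frequency, MSM mother minus B6 mother, was -0.992 for Igf2r, -0.990 for Meg3 and 0.775 for Hc. Each of the 3 had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment and no overlap between the mice of the crosses.

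For Igf2r and Meg3, position argues against the low precision of frequencies below 100 Mb (10 Mb on chromosomes 16 to 19). Only 1 of the 3 called genes, Hc, lies below the coordinate. Parent-of-origin expression of imprinted genes stays open as a hypothesis for both genes, which are on the list of imprinted genes with the direction seen. Their expressed allele was listed before the data were examined, as a check of which strain was the mother. It was taken up as an explanation only after their differences were seen, so their own direction is no separate test. The 2 other listed genes with a frequency, Impact and Slc22a18, had the direction expected for parent-of-origin expression of imprinted genes in all 4 mice (2 of 2), but neither was called, with limma adjusted p-values of 0.341 and 0.829. The directions rest on the labels of the crosses, and the list cannot test the labels and the hypothesis separately.

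Hc is not on the list of imprinted genes. A candidate explanation for its difference is that few allele-discriminating reads lie behind the values below the coordinate. The minimum of more than 10 such reads stated in Table S5 goes against very few reads, and their number is not known. Differences between the crosses at least as large as that of Hc were found in 2 of the 92 other genes below the coordinate (2.17%) and in 3 of the 3525 beyond it (0.0851%). The comparison rests on few genes, and the 3 beyond it are Igf2r, Meg3 and Impact. The replicates of Hc were close to each other, at 1 and 1 against 0.2 and 0.25, which with 2 mice per cross does not exclude chance among genes of low precision. A parent-of-origin effect on Hc also stays open and was not tested separately.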

How the results depend on the processing

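The thresholds, limma tests, named-gene rule, list of imprinted genes and most alternatives were set before the data were examined. The restriction to genes beyond 100 Mb (10 Mb on chromosomes 16 to 19), the restriction to genes with FPKM above 0 in all 4 mice, the omission of X-linked genes and the crossed replicate block were chosen after the data were seen. The same holds for the settings tried against the paper's counts.

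The number of genes with a frequency fell from 3632 to 2000 with a mean FPKM of at least 10. With that filter, 37 genes were B6-biased and 20 MSM-biased, against 67 and 49. With thresholds of 0.9 and 0.1, 30 were B6-biased and 30 MSM-biased, and 42 passed in every mouse, against 78. With every mouse required to pass the threshold, 44 were B6-biased. These stricter rules leave fewer genes by their construction. Under the other alternatives, apart from the settings tried against the paper's counts, the counts stayed within 1.5 times the main counts, from 51 to 95 B6-biased genes and from 33 to 71 MSM-biased genes. Those settings ranged from 27 to 212 B6-biased and from 23 to 196 MSM-biased genes, with the highest counts where 1 mouse past 0.75 or 0.25 was enough. Across the 4 counts that each left out one mouse, 68 to 75 genes were B6-biased and 48 to 58 MSM-biased. The median SD within a cross was 0.0197 with a mean FPKM of at least 5, against 0.0223 over all genes, a change that follows from leaving out genes of low expression.

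In the imbalance test, 822 genes were called toward B6 and 494 toward MSM. Without the block, the alternatives gave 702 to 881 and 442 to 604, and the share toward B6 was lowest after shifting each mouse to a median of 0.5, with 705 and 604. All 822 and all 494 called genes kept their direction in the 4 fits that each left out one mouse. Each fit kept the other mice behind the calls, so this was nearly fixed in advance and is no test of stability. In the test between the crosses, the number of genes with a higher frequency with an MSM mother was 1. It was 2 on the scale of the frequency itself, where Impact was added, and the cause was not tested. It was 0 with only genes beyond the coordinate, which leaves out Hc by construction (102 at an unadjusted p-value under 0.05). The 2 genes higher with a B6 mother stayed called in all 9 alternatives. In the expression test, none of 8764 genes with FPKM above 0 in all 4 mice was called, 0 higher with a B6 mother (397 at an unadjusted p-value under 0.05) and 0 higher with an MSM mother (423), because that filter leaves out the 4 called genes.

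The replicate numbers 1 and 2 recur in both crosses, but neither the paper nor the labels pair them. The deviations of same-numbered mice from their cross means correlated across genes with r of 0.147 in log2 odds over all genes, -0.141 beyond the coordinate, -0.114 beyond it on autosomes and 0.0038 in log2 FPKM. With the replicate block, 481 genes were called toward B6 and 294 toward MSM, and 735 of these were among the 1316 of the model without it. The test between the crosses then called 0 genes higher with an MSM mother (99 at an unadjusted p-value under 0.05), and the expression test called 133 genes higher with an MSM mother and 152 higher with a B6 mother. With a crossed replicate block, the counts were 480 and 293 for imbalance, 0 for a higher frequency with an MSM mother (95 unadjusted), and 0 (608 unadjusted) and 4 for expression.

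Of 227 values of named genes under other tests, 219 kept direction and side of the threshold, 4 were no longer called (Rplp1 and Hc, each under both blocks), 2 were newly called and 2 reversed. The reversed value is the expression difference of Hnf4a, 0.0124 as deposited, -0.0134 after centering each mouse on its median and -0.0906 after quantile normalization, in log2. All of these lie within its standard error of 0.20. Over the alternatives for X-linked genes, their median or mean frequency was 0.322 to 0.33 and 0.523 to 0.539 in replicates 1 and 2 with an MSM mother, and 0.324 to 0.335 and 0.263 to 0.276 in those with a B6 mother. Of 76 values of named genes with a mouse left out, 72 moved by less than the SD between mice and 4 by more. Requiring a frequency in at least 1 mouse of each cross, or no filter on FPKM in the expression test, changed no gene and tests nothing. Alternatives that need reads per allele were not run. The unknown depth limits all statements on single genes below the coordinate.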

Differences from the paper's values

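No value differed from the paper's by more than 1.5 times. The number of genes with a frequency, 3632, equals the paper's 3632. The mean of the crosses gave 67 B6-biased and 49 MSM-biased genes against the paper's 76 and 57, a total of 116 against the paper's 133, and 3.19% against the paper's 3.7%. Of the alternatives set before the data were examined, the omission of replicate 1 of the MSM mother x B6 father cross gave the paper's total of 133, with 75 B6-biased and 58 MSM-biased genes, and none gave both of the paper's counts.

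After the values were seen, 55 settings of averaging and threshold were tried against the paper's counts. 1 of them gave both 76 and 57, the mean rounded to 2 decimals and taken as biased at 0.78 or above and below 0.22. The mean rounded to 2 decimals gave the paper's 76 B6-biased genes, with 63 MSM-biased genes, at 0.78 or above and 0.22 or below. It gave the paper's 57 MSM-biased genes, with 71 B6-biased genes, at 0.79 or above and 0.21 or below. With this many settings, a match of either count carries little weight.

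Fig. 6C labels its group of genes without biased expression with the same number as the paper's text gives for all genes with a frequency. Taking the genes past the thresholds out of the 3632 would leave fewer.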

Other observations

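The tests of the genes without a frequency, of the X-linked genes and of the genes listed at an FPKM of 0 were chosen only after the results were seen. Positions are those of mm10, and the coordinate means 100 Mb on chromosomes 1 to 15 and X and 10 Mb on chromosomes 16 to 19.

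B6-allele frequencies were listed almost only beyond the coordinate, where 97.4% of the 3618 genes with both a frequency and a position lie. Low expression below the coordinate is argued against by the most highly expressed genes (mean FPKM of at least 97.3), of which 78 of 506 below the coordinate (15.4%) had a frequency and 88.9% beyond it. Stretches in which the strains share a haplotype would start and end at different places on each chromosome. The best split between genes without and with a frequency was placed between neighboring gene starts. However, the gap between those starts held the coordinate or came within 2 Mb of it on 19 of 20 chromosomes. The exception was chromosome 9, with a gap from 107.61 to 107.65 Mb. The first gene start after the split lay farther off on chromosomes 1 (105.28 Mb), 8 (104.1 Mb) and 10 (105.19 Mb) as well. Of 140 genes wholly within the last 2 Mb below the coordinate, 6 (4.29%) had a frequency, against 175 of 178 (98.3%) starting in the first 2 Mb beyond it. A candidate explanation is that SNP positions with fewer digits than the last positions of the chromosome were not used to split reads, since 100 Mb and 10 Mb are where a position gains a digit. The deposited values cannot show at which step this would have happened. The parts of the paper's peak tables used here, 1998 of 16353 peaks in Table S1 and 1998 of 8655 in Table S2, hold 450 and 514 peaks of chromosome 1 below and beyond 100 Mb in Table S1. Table S2, which gives allele frequencies of H3K9ac, holds 80 and 528. Both are incomplete copies, and this was not tested.

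The 93 genes below the coordinate that did have a frequency gave different values in different mice. Across genes, the correlation between any pair of mice lay between -0.197 and 0.236 below the coordinate and between 0.757 and 0.827 beyond it, and the median range over the 4 mice was 0.667 against 0.0592. This is what few allele-discriminating reads behind the values below the coordinate would give, although the number of reads is not known. Of the values below the coordinate, 41.4% were exactly 0, 0.5 or 1, against 1.34% beyond it. Table S5, however, states that frequencies are given for genes with more than 10 such reads, which goes against very few reads. The deposited values cannot settle this. Over all genes, replicate 2 of the MSM mother x B6 father cross correlated less with the other mice (r of 0.582 to 0.637) than these did with each other (0.712 to 0.727). On autosomes beyond the coordinate its correlations, 0.788 to 0.825, were like those of the other pairs, 0.789 to 0.815, so the difference in this mouse is consistent with the imprecise values below the coordinate together with the X chromosome. Of the allele-biased genes, 1 B6-biased and 4 MSM-biased genes lay below the coordinate.

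X-linked genes differed between the mice. The median B6-allele frequency of 77 X-linked genes other than Xist was 0.322 in replicate 1 and 0.532 in replicate 2 of the MSM mother x B6 father cross, and 0.324 and 0.263 in replicates 1 and 2 of the B6 mother x MSM father cross. The autosomal medians were 0.511, 0.512, 0.510 and 0.510 in the same order. A loss of B6 reads by mapping or splitting on the X chromosome would shift every mouse, and is argued against by the median of 0.532. A few X-linked genes with strong local bias are argued against by the number of X-linked genes below 0.5, which was 74, 21, 73 and 75 of 77. RNA from male cells would carry the X of the mother and raise the frequency in mice with a B6 mother, where the higher of the medians was 0.324. A hypothesis that stays open is that more cells had an active MSM X chromosome in 3 of the mice. Xist, which is transcribed from the inactive X, had a B6-allele frequency of 0.760, 0.533, 0.748 and 0.800 in the same order, above 0.5 by most where the other X-linked genes were below it. A difference between strains in the choice of the inactive X could give this pattern, and so could chance in the founder cells of a liver, for which 4 mice are too few. The lowest Xist frequency of the mice with a low X-linked median was 0.748.

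Genes past the thresholds often had a neighbor whose symbol starts with the same letters, which was taken as a family without comparing sequences. Genes with names such as Gm or Rik were given no family. Beyond the coordinate, 36 of 109 allele-biased genes (33.0%) had an annotated neighbor of the same family within 500 kb, against 327 of 3416 other genes (9.57%; two-sided Fisher's exact test across genes, odds ratio 4.66, p = 4.4e-11). Reads shared between neighboring paralogs may contribute to this, and so may faster divergence of clustered families between the strains, which predicts the same difference and was not tested separately. The other 73 biased genes beyond the coordinate had no such neighbor. Genes of one cluster are not independent, and the Fisher test counts each of them separately.

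The hypothesis that shared cis-regulatory regions give neighboring genes similar allele frequencies was not borne out. Over 1974 pairs of adjacent genes within 100 kb, without pairs of one family or overlapping genes, the Spearman correlation of frequencies was 0.0157 (one-sided permutation test with 100000 shuffles of gene order, p = 0.247). Over all 2357 adjacent pairs it was 0.033 (the same permutation test, p = 0.0553). Genes are not independent replicates, and an effect over longer distances was not tested.

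In the expression test between the crosses, no gene was higher with an MSM mother (0, with 392 at an unadjusted p-value under 0.05) and 4 were higher with a B6 mother (388 unadjusted). All 4 were listed at 0 in both mice with an MSM mother. Mup9 was listed at 0 and 0 against an FPKM of 15147 and 13995, Cyp2e1 at 0 and 0 against 4876 and 6541, and Snord104 at 0 and 0 against 630 and 893. Mir1957b, at 0 and 0 against 18.0 and 20.1, was chosen after its values were seen. Expression listed at 0 because the estimate failed is a candidate explanation for Cyp2e1 and Mup9, the 2 called genes with a frequency. Both genes have a frequency, which needs reads, in the mice where their FPKM is 0. It was 0.516 and 0.546 for Cyp2e1 and 0.548 and 0.667 for Mup9. That both have it is no test, since they were chosen for having a frequency and no gene had one in only some mice. The other 2 called genes, Snord104 and Mir1957b, have no frequency in any mouse, so for them a failed estimate and absence of expression cannot be told apart. In all, 33 genes had an FPKM of 0 in at least 1 mouse, and these values are not read here as absence of expression. An effect of the parents on expression stays open and untested for these genes.

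Several genes that the paper discusses in other experiments were expressed in these livers, and none of those given here differed between the crosses in limma with Benjamini-Hochberg adjustment. The FPKM in replicates 1 and 2 with an MSM mother and then replicates 1 and 2 with a B6 mother was 37.2, 32.2, 28.4 and 35.0 for Irf3, and 21.0, 20.0, 25.4 and 24.2 for Trim28. For Setdb1 it was 8.21, 9.44, 9.97 and 8.74, and for Hnf4a 144, 203, 166 and 173. The KZFP gene Gm14295 was at 10.7, 10.2, 7.29 and 6.93, with both mice with an MSM mother above both mice with a B6 mother and a limma adjusted p of 0.350 (log2 fold change 0.50). Gm14436 was at 6.77, 11.8, 5.40 and 6.44. These genes belong to a family with similar copies, and reads may be split between copies. The 33.0% given above for neighbors of the same family does not cover them, since genes named Gm were given no family. Gm14406 and Gm14412 were looked up by these names and are not among the 8797 genes listed, which does not show that they are not expressed.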
